A study of Mus musculus with 2 samples. Its data were reported in "IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development" (2024).

How the data were processed

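Lineage-depleted fetal liver cells of E14.5 mouse embryos (CD1, an outbred stock) were sorted for LSK (lineage-negative, SCA1-positive, cKIT-positive) progenitors and profiled by droplet-based single-cell RNA sequencing. Per the labels, 2 embryos were pooled for the WT library and 3 for the IκBα KO library. The sample titles name LT-HSCs whereas the cell type entries and the protocol name LSK cells, and the cells were treated as LSK cells.

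The authors demultiplexed and aligned the reads with Cell Ranger (version 6.0.0, per the file headers) to the mouse genome build GRCm38, separately for each library, and deposited raw UMI counts per gene and cell for the barcodes that Cell Ranger called as cells. A UMI marks an original RNA molecule, so PCR copies are counted only once. The tables listed 32285 genes, the same in both libraries, and the annotation release was not stated. Gene positions were taken from GENCODE vM21, an annotation of the same build, in which 32158 of the gene IDs were found.

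Cells with at least 1000 detected genes and at most 20% mitochondrial UMIs were kept, and genes seen in at least 3 cells entered the clustering. This removed 382 of 3840 barcodes from the WT library and 511 of 4928 from the KO library. Doublets were called with Scrublet (scanpy 1.11.5, expected rate 5%) in each library and were kept in the main setting; the calls made up 3.90% of WT and 5.80% of KO cells. The libraries were merged without integration in Seurat 5.3.0 (R 4.3.3), log-normalised with a scale factor of 10000, and clustered on 20 principal components of 2000 variable genes (20 neighbours, Louvain algorithm, resolution 0.5). All genes of the compared lists, cell cycle and sex genes included, were left out of the variable genes, so that no class was defined by them. The AGM and dormancy lists hold genes that the study named as changed in bulk KO LT-HSCs, the dormancy list those it named as raised. The other gene lists were written from general knowledge and are not the lists of a database.

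Clusters were named from marker genes fixed before the data were examined. The scoring rule was settled after the clusters had been seen: a cluster took the class with the most markers among its 50 leading genes, with a minimum of 3, and stayed unnamed where another class led its 10 leading genes or scored nearly as high. A first version of the rule, without the last condition, had called cluster 13 megakaryocyte-like. Class names were rebuilt here and can differ from those of the study, which removed clusters that could not be annotated. Unnamed clusters were kept and are reported by number.

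With 1 library per genotype there was no test, and no p-value was computed. UMIs were summed over the cells of a class and given as CPM (UMIs scaled to the total of the class), with exact Poisson intervals. The log2 KO/WT ratio has an exact conditional (Clopper-Pearson) interval, shares have exact Clopper-Pearson intervals, and differences of shares have intervals combined from these. For a gene list, the value is the median log2 KO/WT over genes with at least 20 UMIs in the class, with an interval from 200 Poisson resamplings of the counts and the percentile of the median among 10000 random lists matched on mean expression, as a description of these libraries. The RA receptors were summed instead. The NF-κB pathway list contains Nfkbia itself, and the G2M list also served to score the cell cycle phase. All intervals are 95% intervals and cover counting error only, not differences between embryos or libraries. Ratios to a count of 0 used a floor of 3 UMIs.

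Cell cycle phases were scored with Seurat, both libraries together, on cells thinned to 8500 UMIs, and cells in phase S or G2M were counted as cycling. The depth followed a rule fixed beforehand and left out shallower cells. The rule for named genes gave Nfkbia, the RA receptor, dormancy and AGM genes (not all of which are reported singly), and the genes with the highest and lowest log2 KO/WT among those with at least 200 UMIs in a class (5 each in LT-HSC-like cells, 3 each in the other classes), without cell type markers, haemoglobin, mitochondrial and sex-linked genes. Sums and intervals were tested on simulated data for LT-HSC-like cells over 12265 genes: the intervals held the simulated value for 96.0% of 200 changed genes and 95.8% of unchanged genes. The simulated counts followed the Poisson model that the intervals assume. This checks the calculation only and says nothing of extra spread between cells.

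Alternatives covered the cell filters, doublet removal, clustering resolution, variable genes, integration, scaling, gene minimum and thinning. Selecting cells with Xist and without Y-linked UMIs (called female cells; those with Y-linked UMIs and without Xist are called male), clustering on thinned cells, and thinning WT cells by the ratio of the median depths were added after the data had been seen.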

Results

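Single-cell transcriptomes of E14.5 fetal liver LSK cells were compared between IκBα WT and KO embryos, with 1 library per genotype and therefore no replicates. The WT library held 3840 cells and 109122324 UMIs, and the KO library held 4928 cells and 100029143 UMIs. After filtering, 3458 WT cells with a median of 28065 UMIs and 4417 KO cells with a median of 19560 UMIs remained, so that WT cells were 1.43 times deeper. With 1 library per genotype no test was possible, and the intervals cover counting error only. The KO library also differed in sex, with 17.4% of its cells carrying Y-linked UMIs without Xist against 0.116% of WT cells.

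Expression of the targeted gene was examined first. Nfkbia, which encodes IκBα (ENSMUSG00000021025, GRCm38 chromosome 12, 55489410 to 55492647, minus strand, protein-coding), had 1478 UMIs in WT cells and 7 UMIs in KO cells. This corresponded to 13.6 CPM (95% Poisson interval 12.96 to 14.36) in WT and 0.071 CPM (0.028 to 0.146) in KO. The log2 KO/WT ratio was -7.59 (-8.91 to -6.55), and the labels thus fit the counts. In LT-HSC-like cells, 368 UMIs were counted in WT and 0 in KO, where the floor of 3 UMIs lay at 0.198 CPM.

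The contribution of each genotype to the LSK populations was determined next. LT-HSC-like cells formed 29.6% (28.0 to 31.1) of WT cells and 23.6% (22.3 to 24.9) of KO cells, a difference of -5.96 percentage points (-7.95 to -3.98). The alternative that moved this difference most in percentage points was the stricter filter on detected genes, under which it was -2.73. Part of the class then fell into an unnamed cluster with Cd48, Cd27 and Cd34 among its 10 leading genes. The study sorted LT-HSCs as CD48-negative, so the LT-HSC-like class may be broader than that gate. Under this filter the shares were 13.6% in WT and 10.9% in KO. The smaller difference there thus came with a smaller class. Among female cells (with Xist and without Y-linked UMIs) the difference was -3.28 percentage points, with shares of 29.4% in WT and 26.2% in KO. MPP2/4-like (erythroid-primed) cells formed 20.3% (19.0 to 21.7) of WT and 24.4% (23.2 to 25.7) of KO cells, a difference of 4.10 percentage points (2.23 to 5.96), although Kit mRNA in the 3 clusters of this class lay below its level in hepatocyte-like cells. MPP3-like (neutrophil-primed) cells accounted for 9.05% (8.12 to 10.1) in WT and 7.86% (7.08 to 8.69) in KO. ST-HSC/MPP4-like (lymphoid-primed) cells accounted for 5.61% (4.87 to 6.43) in WT and 4.91% (4.29 to 5.59) in KO. For the last 2 classes, the intervals of the difference included 0, although among female cells the share of MPP3-like cells differed by -1.58 percentage points (-2.95 to -0.20). All 4 classes contained cells of both genotypes.

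**Figure D1:**
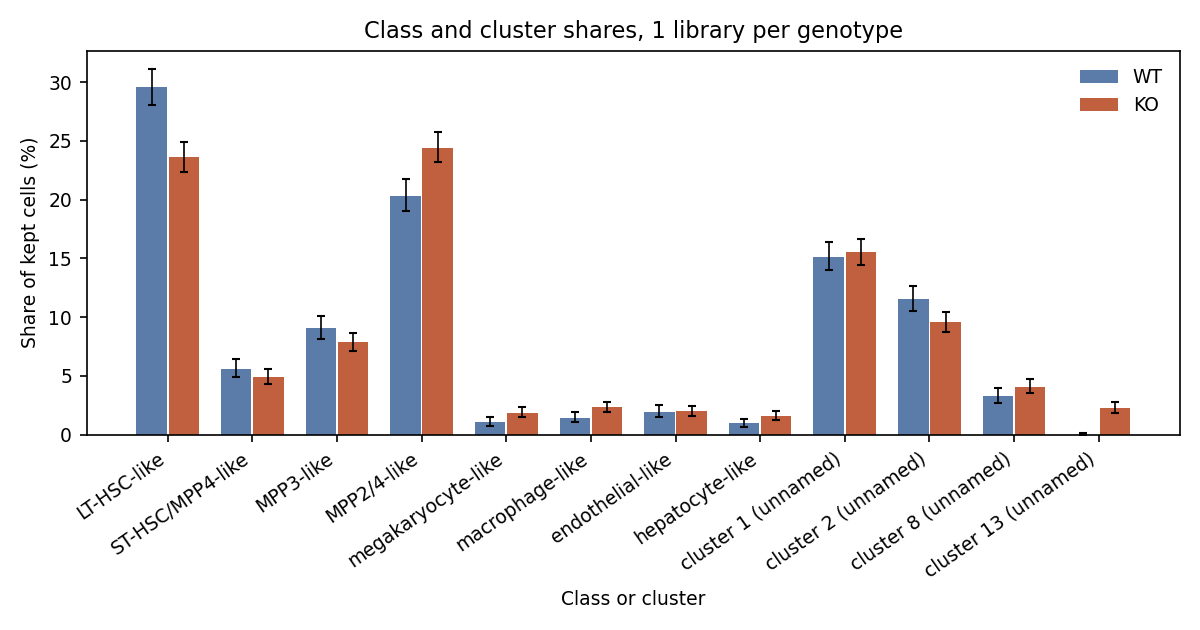
Share of kept cells (y axis, %) in each class or unnamed cluster (x axis) for the WT and KO libraries; bars are the shares of 1 library each and error bars are exact 95% binomial intervals. The LT-HSC-like bar fell from 29.6% in WT to 23.6% in KO, and cluster 13 held KO cells alone.

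Outside these classes, the macrophage-like share was 1.45% in WT and 2.33% in KO, the megakaryocyte-like share 1.10% and 1.88%, the hepatocyte-like share 0.954% and 1.56%, and the endothelial-like share 1.97% and 2.01%. Of the unnamed clusters, cluster 1 held 15.2% of WT and 15.5% of KO cells, cluster 2 held 11.5% and 9.55%, and cluster 8 held 3.30% and 4.08%. Cluster 13 held 100 KO cells, or 2.26% (1.85 to 2.75), and 0 WT cells, which allowed a share of up to 0.107% in WT.

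Because IκBα inhibits NF-κB, the lists of NF-κB genes were compared in each class. In LT-HSC-like cells, the median log2 KO/WT of the NF-κB pathway list was 0.043 (0.0096 to 0.095), at percentile 86.5 of random lists matched on expression. The median of the NF-κB target list was 0.050 (-0.011 to 0.140), at percentile 85.8. In ST-HSC/MPP4-like cells the pathway median was 0.041 and the target median 0.043. In MPP3-like cells they were -0.030 and 0.028, and in MPP2/4-like cells -0.026 and 0.024. None of these 8 medians lay outside the central 95% of their random lists. The target list in LT-HSC-like cells changed sign under the mean over cells of CPM per cell, to -0.021.

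Retinoic acid (RA) receptors were compared because the study linked IκBα to RA signalling. In LT-HSC-like cells, the 4 RA receptor genes with enough UMIs summed to 62.2 CPM in WT and 57.8 CPM in KO, with a log2 KO/WT of -0.11 (-0.23 to 0.019). Rara had 155 UMIs in WT and 109 in KO (log2 -0.045, -0.41 to 0.32). Rarg had 41 and 40 UMIs (log2 0.43, -0.24 to 1.09), and Rarb had 7 and 6 UMIs (log2 0.24, -1.61 to 2.04). A difference in Rarb was not detectable at this depth. For Rarg the interval left out a rise above 1.09 and a fall below -0.24, and for Rara a rise above 0.32. Rxra had 74 and 64 UMIs (log2 0.25, -0.25 to 0.76), Rxrb had 1030 and 663 UMIs (log2 -0.17, -0.32 to -0.030), and Rxrg had no UMI in either library. In ST-HSC/MPP4-like cells, the receptor sum was higher in KO (log2 0.26, 0.050 to 0.48), and Rara had 63 UMIs in WT and 79 in KO (log2 0.70, 0.20 to 1.20). In MPP3-like cells the sum had a log2 KO/WT of -0.087 (-0.26 to 0.090), and in MPP2/4-like cells -0.098 (-0.31 to 0.12). The sum in MPP2/4-like cells held only 2 genes, Rxra and Rxrb. In LT-HSC-like cells Rxrb supplied 1030 of the 1300 WT and 663 of the 876 KO UMIs, so the sum mainly reflects Rxrb.

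Genes linked to dormancy were analysed in the same cells. Tgm2 (chromosome 2, 158116402 to 158146436, minus strand) rose from 48 UMIs, or 2.30 CPM (1.69 to 3.04), in WT to 65 UMIs, or 4.29 CPM (3.31 to 5.46), in KO, with a log2 KO/WT of 0.90 (0.34 to 1.47). Tgm2 was higher in MPP2/4-like cells, at 14.4 CPM in WT and 16.6 CPM in KO. It lay at 1.09 and 1.64 CPM in ST-HSC/MPP4-like cells and at 1.24 and 1.47 CPM in MPP3-like cells. The background share of its counts in LT-HSC-like cells was not determined. Cdkn1c, at 71.6 CPM in WT and 69.5 CPM in KO LT-HSC-like cells, had a log2 KO/WT of -0.043 (-0.16 to 0.072). The intervals of Ly6a (0.16), Tfeb (-0.089), Cyp26b1 (0.31), Myc (0.036) and Cdk6 (0.072) included 0. The median of the dormancy list was -0.043 (-0.079 to 0.23), at percentile 20.3. Among the AGM genes, Adgrg1 was higher in KO (log2 0.12, 0.050 to 0.18), and the intervals of Smad6 (0.13), Sox18 (0.027), Gata2 (0.14) and Neurl3 (0.079) included 0. The AGM list had a median of 0.12 (-0.032 to 0.20), at percentile 89.6. In ST-HSC/MPP4-like cells the AGM median had the opposite sign (-0.44, -0.81 to 0.064, percentile 2.51, 4 genes), and the dormancy median was 0.33 (-0.19 to 0.55, percentile 98.2, 4 genes), above the central 95% of its random lists. The AGM and dormancy medians were -0.092 and -0.084 in MPP3-like cells and 0.23 and 0.19 in MPP2/4-like cells, all within the central 95% of random lists. Of the single dormancy and AGM genes in these classes, Gata2 was lower in KO in ST-HSC/MPP4-like cells (55 and 18 UMIs, log2 -1.24, -2.10 to -0.45). In MPP3-like cells Tfeb was higher (54 and 68 UMIs, log2 0.69, 0.15 to 1.23), and Myc (-0.22, -0.35 to -0.084) and Cdk6 (-0.17, -0.27 to -0.071) were lower. The directions of Tfeb, Myc and Cdk6 in MPP3-like cells are those that the study linked to dormancy in LT-HSCs. These genes were singled out because their intervals left out 0. In the same class the dormancy median was not raised (-0.084), and the G2M median was high among random lists (0.079, percentile 99.97).

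**Figure D2:**
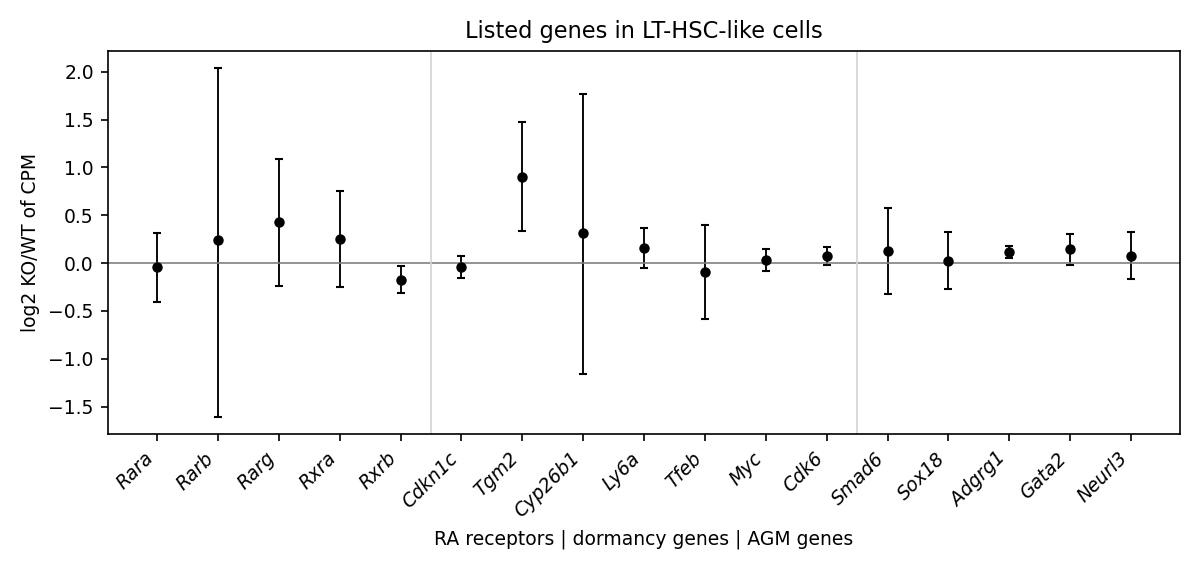
log2 KO/WT of CPM (y axis) for the listed genes (x axis) in LT-HSC-like cells; points are ratios of 1 KO to 1 WT library and error bars are exact conditional 95% intervals. Tgm2 (0.90) was the highest of the plotted genes, and most of the intervals crossed 0.

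Lists for MYC targets, oxidative phosphorylation, glycolysis and the G2M checkpoint were compared since the study asked whether KO LT-HSCs were less active. In LT-HSC-like cells the G2M list had a median log2 KO/WT of 0.135 (0.111 to 0.155), above all 10000 random lists. The MYC target list had a median of 0.051 (0.039 to 0.060), at percentile 97.9, the oxidative phosphorylation list 0.027 (0.0021 to 0.030), at percentile 37.2, and the glycolysis list -0.032 (-0.058 to 0.0056), at percentile 2.58. The median over all genes with at least 100 UMIs in these cells was 0.023. In ST-HSC/MPP4-like cells, the G2M median was 0.045, and the oxidative phosphorylation (-0.019, percentile 0.13) and glycolysis (-0.083, percentile 0.82) medians were low among random lists. In MPP3-like cells the G2M median was 0.079, at percentile 99.97. In MPP2/4-like cells the 4 medians lay between -0.044 and -0.0082, close to the median over all genes of -0.025. The signs of these medians were not stable, and under the alternatives the median over all genes in this class itself ranged from -0.044 to 0.030. The PRC2 list, with 4 genes, had a median of 0.097 in LT-HSC-like cells, at percentile 89.0.

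**Figure D3:**
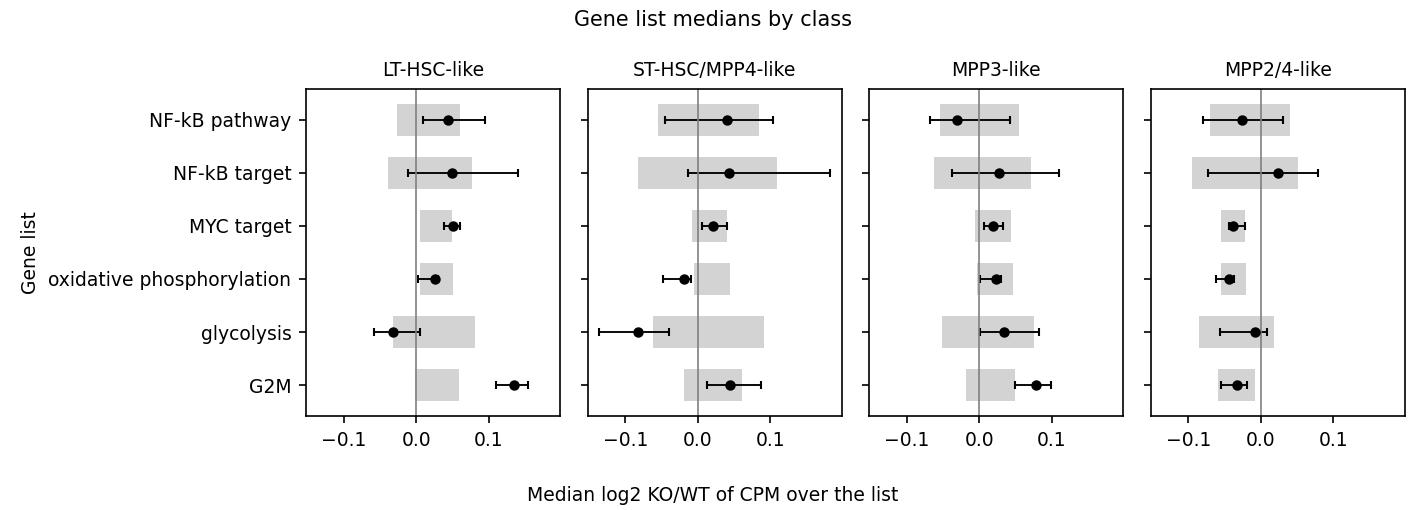
Median log2 KO/WT of CPM (x axis) of each gene list (y axis) in 4 classes; points are list medians of 1 KO against 1 WT library, error bars are 95% counting intervals, and grey bars span the central 95% of random lists matched on expression. The G2M list lay above its random lists in LT-HSC-like (0.135) and MPP3-like (0.079) cells.

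Finally, cell cycle phases were compared to address whether KO LT-HSCs cycled less, as the study reported from BrdU and Ki67 labelling. At 8500 UMIs per cell, 52.2% (49.0 to 55.3) of 972 WT and 68.3% (65.1 to 71.4) of 858 KO LT-HSC-like cells were in phase S or G2M, a difference of 16.1 percentage points (11.6 to 20.6). The thinning left out 50 WT and 184 KO LT-HSC-like cells for want of depth. Without thinning, the shares were 52.6% and 62.3%, a difference of 9.64 percentage points, and at 2000 UMIs per cell the difference was 6.97 percentage points. With a fixed 2% of UMIs in the S and G2/M lists as the rule, it was 2.03 percentage points (-0.18 to 4.29). That rule called only 4.73% of WT and 6.76% of KO cells cycling, so its difference is on a smaller scale. With a fixed 1%, the difference stayed within the interval of 11.6 to 20.6. The G2M list compared above is also the list that scored the phase, so the list median and the share are not independent. With WT cells thinned to the KO median and no cell left out, they were 51.3% and 61.2%. The cycling share in the other classes differed by 1.96 (ST-HSC/MPP4-like), 5.40 (MPP3-like) and 1.65 (MPP2/4-like) percentage points at 8500 UMIs, with intervals that included 0. With WT cells thinned to the KO median, the difference was -2.63 (-11.6 to 6.48) in ST-HSC/MPP4-like and 4.11 (-3.32 to 11.5) in MPP3-like cells. In MPP2/4-like cells it was 1.91 (0.061 to 3.96), with an interval that left out 0.

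**Figure D4:**
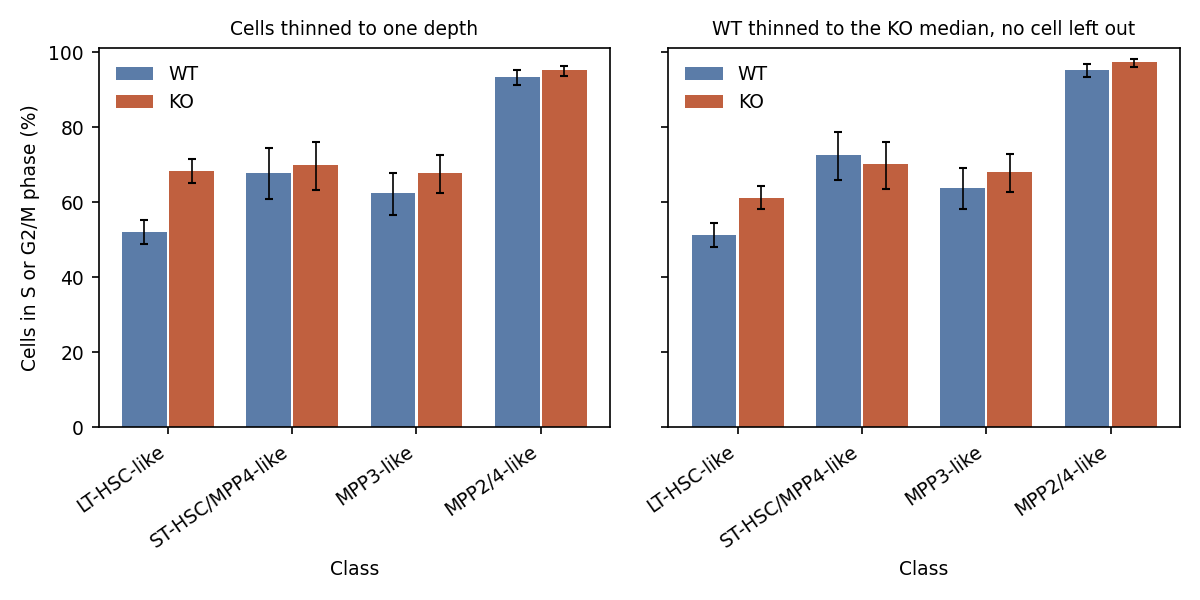
Share of cells in phase S or G2M (y axis, %) by class (x axis) for the WT and KO libraries, with cells thinned to the same number of UMIs (left) or WT cells thinned to the KO median with no cell left out (right); error bars are exact 95% binomial intervals. KO exceeded WT in LT-HSC-like cells in both panels, with 68.3% against 52.2% on the left and 61.2% against 51.3% on the right.

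By the rule of size, the genes raised most in KO LT-HSC-like cells were Gm12166 (log2 1.23, 0.84 to 1.61), Rbp4 (1.00), Hddc3 (0.99), Gm3839 (0.92) and Ltb (0.85, 0.77 to 0.93). Ltb (chromosome 17, 35194439 to 35196320, plus strand) had 2285 UMIs in WT and 2985 in KO. The genes lowered most were Hist1h2ad (-1.30), Lbp (-1.23, -1.37 to -1.09), AI506816 (-1.06), Dynlt1a (-1.05) and Smim6 (-1.05). Lbp (chromosome 2, 158306493 to 158332852, plus strand) had 1778 UMIs in WT and 551 in KO. Reads shared between similar copies of a gene were not examined. Rbp4 was also among the leading genes of the hepatocyte-like cluster, and it was found in 7.63% of WT and 10.7% of KO LT-HSC-like cells, at median depths of 19368.5 and 13662 UMIs. In MPP2/4-like cells, which should lack it, it was found in 10.95% and 13.3% of cells, at median depths of 23325 and 16892 UMIs. It was therefore read as background and not as expression in LT-HSC-like cells. All 10 genes had the same direction in the 4 classes. In ST-HSC/MPP4-like cells the rule named Id2 (1.34), Fosb (1.16) and S100a4 (1.08) as raised and Lbp (-1.20), AI506816 (-1.17) and Pde4d (-1.03) as lowered. In MPP3-like cells it named Gm12166 (1.74), Hddc3 (1.60) and Slpi (1.18) against Ngp (-1.89), Hist1h2ad (-1.26) and AI506816 (-1.22). In MPP2/4-like cells it named Gm35082 (2.31), Gm12166 (1.58) and Krt15 (1.06) against AI506816 (-1.58), Rps6ka1 (-1.48) and Dynlt1a (-1.28). Several of these genes also differed between male and female cells within the KO library, by a log2 male/female of 2.66 for Gm12166, -1.25 for Lbp, -1.36 for Dynlt1a and -3.37 for Smim6 in LT-HSC-like cells. Hist1h2ad, lower in KO, was higher in male cells (0.76, 0.10 to 1.37). The intervals of Ltb (0.041, -0.11 to 0.19), Hddc3 (0.045), Rbp4 (0.11), Gm3839 (0.40) and AI506816 (0.28) included 0. Among female cells the log2 KO/WT of Gm12166 was 0.28 and that of Lbp was -1.06.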

Values the study reported

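The study sorted 5000 LSK cells for single-cell RNA sequencing. In bulk RNA sequencing of purified LT-HSCs, which is not analysed here, it reported 1476 differentially expressed genes between KO and WT or heterozygous samples, 92% of them raised in KO, and 16 of 105 NF-κB pathway genes among those that differed.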

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

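Selecting female cells (with Xist and without Y-linked UMIs), clustering on thinned cells and thinning WT cells by the ratio of the median depths were chosen after the data had been seen. No paired analysis was possible because each genotype had 1 library. Nfkbia (-7.65 to -7.03), the AGM list (0.079 to 0.193), the RA receptor sum (-0.131 to -0.088) and the NF-κB pathway list (0.018 to 0.075) kept their direction under every alternative run and stayed within their intervals. So did the direction of the LT-HSC-like share (-8.64 to -2.73 percentage points), the MPP2/4-like share (3.35 to 5.98), the G2M list (0.089 to 0.139), the MYC target list (0.023 to 0.061) and the cycling share. The MPP3-like share ranged from -1.58 to 0.141 percentage points. The ST-HSC/MPP4-like share, whose interval also included 0, kept its sign under 8 of 10 alternatives. The dormancy list in LT-HSC-like cells, whose interval included 0, ranged from -0.068 to 0.076. In ST-HSC/MPP4-like cells the dormancy median ranged from -0.030 to 0.447 and kept its sign under 12 of 13 alternatives. Rara and Gata2 in ST-HSC/MPP4-like cells and Tfeb, Myc and Cdk6 in MPP3-like cells kept their direction under every alternative run. The cause of the changes below was not tested except where stated.

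With the midpoint filter on genes per cell, the values in LT-HSC-like cells were -2.73 percentage points for their share, 0.023 for MYC targets, 0.033 for oxidative phosphorylation, -0.089 for glycolysis, 0.095 for G2M and 21.2 percentage points for cycling; signs reversed for the PRC2 list (-0.0060), and in MPP2/4-like cells for MYC targets (0.043) and oxidative phosphorylation (0.0072). Without Scrublet calls, the share difference was -3.06 percentage points and MYC targets 0.026, and the PRC2 list (-0.020) reversed. At resolution 1.0, the LT-HSC-like share differed by -3.93 and the MPP3-like share by 0.141 percentage points, and in LT-HSC-like cells oxidative phosphorylation was 0.037, glycolysis 0.014 and G2M 0.089; oxidative phosphorylation reversed in ST-HSC/MPP4-like (0.0032) and MPP3-like cells (-0.0021), as did MYC targets in MPP3-like cells (-0.042). In these 3 settings part of the LT-HSC-like cells fell into an unnamed cluster, which lowered their share in both libraries (13.6% and 10.9% with the midpoint filter). Cd48 and Cd27 were among the 10 leading genes of that cluster in each setting.

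Among female cells the LT-HSC-like share differed by -3.28 percentage points and the G2M list was 0.109. Clustering on thinned cells, which left out 129 WT and 379 KO cells, gave -8.64 percentage points for LT-HSC-like and 5.98 for MPP2/4-like cells. MYC targets in MPP2/4-like cells reversed at resolution 0.3 (0.018) and with all variable genes (0.013). With integration, MYC targets were 0.061 in LT-HSC-like and -0.069 in MPP3-like cells, and no cluster was named ST-HSC/MPP4-like, so that class had no value there. Without haemoglobin, mitochondrial and ribosomal protein genes in CPM, MYC targets were 0.030 in LT-HSC-like cells, and in MPP2/4-like cells MYC targets (0.0079), oxidative phosphorylation (0.0020) and G2M (0.013) reversed; this scaling shifts every gene of a class alike, and the median over all genes there went from -0.025 to 0.021. Under median-of-ratios scaling, LT-HSC-like values were 0.025 for MYC targets, 0.0014 for oxidative phosphorylation and 0.109 for G2M, and MYC targets in ST-HSC/MPP4-like cells reversed (-0.0039), again with a shift common to all genes. With the mean over cells of CPM per cell, the NF-κB target list was -0.021, and MYC targets in MPP2/4-like cells (0.012) reversed.

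The cycling difference in LT-HSC-like cells was 6.97 percentage points at 2000 UMIs, 9.64 without thinning and 9.96 with WT cells thinned by the ratio of the median depths. It was 2.03 (-0.18 to 4.29) when a cell needed 2% of its UMIs in the S and G2/M lists. That rule called 4.73% of WT and 6.76% of KO cells cycling. Another 56 values outside the main comparisons moved beyond their intervals, and 13 of them changed sign where the interval of the value included 0. Most of these were the glycolysis list in MPP2/4-like cells, which kept its sign under 7 of 14 alternatives (-0.081 to 0.093). Depth limited single genes with few counts, such as Rarb with 7 and 6 UMIs in LT-HSC-like cells.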

Other observations

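Apart from the barcode comparison for Nfkbia and the comparison of genes near the targeted locus, the tests in this part were chosen only after the results they bear on had been seen.

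The sexes of the pools differed. In the WT library 95.9% of cells had Xist and no Y-linked UMI, and 0.116% had Y-linked UMIs without Xist. In the KO library these shares were 69.4% and 17.4%, with 6.36% of cells carrying both. Genotype and sex were therefore not balanced between the libraries, and the embryos behind each cell were not recorded in the tables.

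The lower LT-HSC-like share in KO was set against 4 explanations. The tables argue against depth, since with WT cells thinned to the KO median the difference was -7.11 percentage points (-9.12 to -5.10). Male cells could not be the whole cause, because among female cells the difference was -3.28 percentage points (-5.50 to -1.06), although it was smaller. Within the KO library, 17.8% of male and 26.2% of female cells were LT-HSC-like, a difference of -8.37 percentage points (-11.4 to -5.09), which is no smaller than that between the libraries. A candidate explanation is therefore variation between embryos or sexes within a genotype. Cells from outside the sorted gate remain open as well: among LT-HSC-like, ST-HSC/MPP4-like and MPP3-like cells, the LT-HSC-like share was 66.8% in WT and 64.9% in KO, a difference of -1.96 percentage points (-5.32 to 1.41). An effect of genotype was not tested apart from these, with 1 pool per genotype.

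The gate was also examined at the level of mRNA. Kit, which encodes the sorted receptor cKIT, reached 84.1 CPM in LT-HSC-like cells but 2.87, 1.31 and 2.61 CPM in the 3 MPP2/4-like clusters, below the 7.77 CPM of hepatocyte-like cells, which should lack it. Ly6a, which encodes SCA1, reached 20.5 CPM in LT-HSC-like cells, 0.176 and 0.261 CPM in the unnamed clusters 1 and 2, and 0 CPM in the 3 MPP2/4-like clusters. Kit was at 44.8 and 58.4 CPM in clusters 1 and 2. Surface protein was not measured here.

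The higher cycling share of KO LT-HSC-like cells was weighed in the same way. Its size at 8500 UMIs depends on the cells left out, since 184 KO cells but 50 WT cells were too shallow. With all of them counted as not cycling, a difference of 6.63 percentage points (2.26 to 10.98) remained. This is not the extreme case, since the left-out WT cells could cycle while the left-out KO cells did not. Without thinning, where no cell was left out, the difference was 9.64 percentage points (5.31 to 13.9). The loss of shallow cells could therefore not account for all of it. Depth could not either, with 9.96 percentage points (5.61 to 14.3) at equal median depth, nor could male cells, with 14.3 percentage points (9.42 to 19.1) among female cells. Variation between embryos stays open: male and female KO LT-HSC-like cells differed by 5.52 percentage points (-4.01 to 14.1), too imprecise to be told from 0. This interval ended below the 16.1 percentage points between the libraries at 8500 UMIs, but it overlapped the interval of that difference (11.6 to 20.6). The direction of the difference between the libraries is opposite to a lower cycling activity in KO, and these libraries have no replicate. In replicate embryos, the study reported lower BrdU uptake, fewer Ki67-positive cells and more retained BrdU label in KO LT-HSCs. Those measures differ from a phase scored on mRNA, and they were not analysed here.

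The most changed genes in LT-HSC-like cells may partly reflect differences between embryos of an outbred stock. Over 97 autosomal genes of the 100 most changed, the median size of the log2 ratio between 137 male and 802 female KO cells was 0.275, at percentile 99.96 of random genes matched on expression (central 95% from 0.143 to 0.235). The embryos of the KO pool could not be assigned, so embryo and sex were not separated. Tgm2 and Lbp, which moved in opposite directions, are neighbours on chromosome 2, and a variant of that region was not tested. A strain difference around the targeted locus was not the source of the set, as 1 of the 100 genes lay within 10 Mb of Nfkbia, against 0.429% of all 8628 genes.

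Cluster 13, found in KO alone, held cells with few UMIs (0.351 of their library's median) and markers of several classes. Of its Y-positive cells, 86.7% (69.3 to 96.2) also carried Xist, against 14.9% (9.79 to 21.4) of Y-positive LT-HSC-like cells. Droplets holding material of several cells would give such a pattern. Cluster 13 had Scrublet calls for 8% of its cells, against 5.80% of all KO cells, which adds little to that reading. Depth may contribute to its absence from WT: with WT cells thinned to the KO median, the cluster that held all of its 100 cells had 161 cells, 43 of them WT. No biological explanation was tested. Cluster 8, present in both libraries, had Scrublet calls for 82.7% of its cells, and 41.7% (34.4 to 49.2) of its KO cells carried both Xist and Y-linked UMIs, against 4.35% in the clusters other than 8 and 13. Random pairs would give 32.1%, so doublets are a likely source. Sex genes thus gave a check of the doublet calls that did not use Scrublet: 35.2% of called and 4.59% of uncalled KO cells carried both.

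The higher Rbp4 in KO LT-HSC-like cells may stem from free RNA of hepatocytes, whose share was higher in the KO library. The summed UMIs of the hepatocyte markers rose alike in these cells, from 1636 UMIs in WT to 1945 in KO (log2 0.71, 0.62 to 0.81), with Alb at 1.11 and Afp at 0.90. Trf, which was found in more LT-HSC-like than MPP2/4-like cells, did not change (0.0010, -0.21 to 0.21). An effect of genotype on Rbp4 itself was not tested apart from this.

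The 7 Nfkbia UMIs left in KO came from 6 cells. Carry-over from the WT library during sequencing was not their source, since 0 of the 6 cells had a barcode found in both libraries, which shared 7 barcodes.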
